A study of Mus musculus with 6 samples. Its data were reported in "Gene-specific transcript buffering revealed by perturbation of coactivator complexes" (2025).

How the data were processed

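RNA was measured in 6 libraries from mouse ESCs with degron-tagged TIP60, 3 labelled DMSO and 3 labelled Auxin (24 hours). The authors depleted ribosomal RNA and prepared stranded libraries without selecting polyadenylated RNA, although the labels list the molecule as polyA RNA and give auxin as the treatment in the protocol of all 6 samples. Groups were taken from the sample titles and treatment labels. Base calls came from bcl2fastq 2.17.1.14. The authors trimmed the reads, removed those from ribosomal RNA, aligned the rest to the mouse genome (build mm10) with STAR 2.5.3a and counted uniquely aligned, unambiguous reads per Ensembl gene with HTSeq 0.6.1p1 in union mode. The deposited values are raw counts, 1 file per library, for 55401 gene identifiers and 5 summary entries that name no gene and were left out. The strand setting of the counting is not stated, so counts of antisense genes and of genes that overlap others are uncertain.

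Gene symbols, biotypes and coordinates were taken from GENCODE M21, which matched 55141 identifiers. Gene counts summed to between 29487894 and 40631905 per library. A count of 3 in a library, taken as the limit that a count of 0 allows, corresponded to between 0.0727 and 0.102 CPM and covers counting error only. Counts were scaled with TMM factors, genes were kept with filterByExpr, and the labels were compared with the quasi-likelihood test of edgeR 4.0.16 under R 4.3.3, without covariates. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. Log2 CPM used a prior count of 2. The SE of a log2 change was back-calculated from the change and its quasi-likelihood test. It understates the error of genes with few counts in 1 group. For gene lists, rose and fell mean an adjusted p below 0.05 over all tested genes, at any fold.

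Before the data were examined, 25 gene lists were fixed: TIP60 complex subunits, naive and formative pluripotency, neuroectoderm, axon guidance, mesoderm, endoderm, trophoblast, 2-cell-like, germline, p53 targets, homologous recombination, S phase, G2 and M phase, ATF4 and amino acid synthesis, cholesterol synthesis, glycolysis, ribosome biogenesis, interferon response, aryl hydrocarbon receptor response, imprinted, fibroblast, replication-dependent histones, cytosolic ribosomal proteins and mitochondrially encoded genes. They were tested with camera (limma 3.58.1, preset correlation 0.01, two-sided, adjusted over the lists), with an estimated correlation and with fry. The rule for named genes, also fixed then, took Kat5 and the genes of the study's RT-qPCR, the 10 protein coding genes that rose most and the 10 that fell most among those called, with at least 1 CPM in the higher group and no overlap between groups, the 3 long noncoding RNAs that rose most and the 3 that fell most, and up to 3 members per list. Other genes named were chosen after their values were seen.

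Alternatives fixed before the data were examined were median-of-ratios, upper-quartile and total-count scaling, DESeq2 1.42.0, limma-voom, no filter or a minimum mean of 1 CPM, each library left out in turn, protein coding genes only, library sizes without mitochondrial and histone genes, no fold threshold, glmTreat, an adjusted p below 0.01, 1 surrogate variable (sva 3.50.0), and the 2-cell-like list without Zscan4 and Usp17l genes. Chosen after the data had been seen were the comparison without the libraries labelled DMSO 2 and Auxin 2, with all of its alternatives and the rule for named genes applied to it, a term for the sets of libraries, thinning to equal depth, removal of trends with GC content and transcript length (known for 99.8% of tested genes), and DESeq2 with shrunken fold changes on every split. All 10 splits of the 6 libraries into 3 against 3 were tested. On simulated counts with 2 sets of libraries across the labels, the labelled comparison called 49% of 2-fold and 87% of 4-fold changes, and the 4-library comparison 100% of both, with 14 false calls among 214. The plots were drawn with matplotlib 3.10.9.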

Results

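Total RNA from mouse embryonic stem cells (ESCs), in which the acetyltransferase TIP60 (gene Kat5) carries an auxin-inducible degron (AID) tag, was sequenced after ribosomal RNA depletion. The tag lets the plant hormone auxin direct the tagged protein to degradation. By their labels, 3 libraries came from cells given auxin for 24 hours and 3 from cells given the solvent DMSO. The cells grew in medium with leukemia inhibitory factor and a pair of kinase inhibitors (2i), which hold ESCs in a uniform naive state. The libraries labelled DMSO 1, 2 and 3 held 31335688, 40006942 and 36453889 gene counts, and those labelled Auxin 1, 2 and 3 held 40631905, 29487894 and 38248119. Between 27285 and 29830 genes had at least 1 count. The labels name no batch or date and tie no DMSO library to an auxin library.

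The comparison of the labels asks which RNAs changed in abundance when TIP60 was depleted. Taken as labelled, no gene passed the test in either direction. With edgeR, 0 of 19088 tested genes had an adjusted p below 0.05 and the lowest adjusted p was 0.945, while 236 genes had an unadjusted p below 0.05 where 954.4 would be expected by chance. DESeq2 also called 0 genes (220 at an unadjusted p below 0.05), as did limma-voom (260 at an unadjusted p below 0.05). Kat5 mRNA (chromosome 19, 5603014 to 5610237, mm10) stood at 43.7 ± 3.07 CPM (counts scaled to the size of the library, SD, n = 3) with DMSO and 46.5 ± 4.25 CPM (SD, n = 3) with auxin, which is a log2 difference of 0.09 ± 0.10 (SE, edgeR adjusted p = 0.945). As the degron acts on the protein, the mRNA of Kat5 does not check the labels. Further genes had been measured in these cells by RT-qPCR. Among them, the pluripotency factors Nanog (840 ± 137 against 960 ± 189 CPM, SD, n = 3) and Pou5f1 (1187 ± 134 against 1224 ± 139 CPM, SD, n = 3) differed by less than the spread within a label. Efs, Zfp827, Sox1 and Usp17la, a deubiquitinase gene formerly called Dub1, had edgeR adjusted p-values of 0.976, 0.945, 0.973 and 0.945. By RT-qPCR the study reported significant changes with auxin for Dub1, Zfp827, Efs and Guca1a, which the labelled comparison did not show. Sox1 and Zfp521 were measured there during differentiation. Zfp521 was too low to be tested in this comparison, and Guca1a had at most 0.049 CPM in any library, under the 0.074 CPM that 3 counts represent in that library (labelled DMSO 2). Count-based limits such as this one cover counting error only.

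The absence of calls went with libraries that did not group by label. The library labelled DMSO 2 resembled those labelled Auxin 1 and Auxin 3, and the library labelled Auxin 2 resembled those labelled DMSO 1 and DMSO 3. Across genes with a mean of at least 1 CPM, log2 CPM correlated with r between 0.995 and 0.997 in the 6 pairs within these sets and between 0.963 and 0.968 in the 9 pairs across them. The first principal component, with 86.0% of the variance, had one set on each side. Genes are not independent replicates, so these correlations describe the libraries. Genes with at least 1 count numbered 29637, 29830 and 29731 in the libraries labelled DMSO 2, Auxin 1 and Auxin 3, and 27285, 27629 and 27384 in those labelled DMSO 1, DMSO 3 and Auxin 2. The former were also deeper (40006942, 40631905 and 38248119 gene counts against 31335688, 36453889 and 29487894), so depth may add to this difference. The chi-square per gene between the counts of 2 libraries was 3.69 to 5.96 in the pairs within these sets and 68.9 to 84.9 in the pairs across them.

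Some targets of the aryl hydrocarbon receptor set these libraries apart strongly. This receptor is a ligand-activated transcription factor that binds indoles and other aromatic compounds. Cyp1a1 (chromosome 9, 57687928 to 57703824), a cytochrome P450 induced by this receptor, had 0.324, 217.8 and 0.396 CPM in the libraries labelled DMSO 1, 2 and 3 and 187.2, 0.204 and 212.7 CPM in those labelled Auxin 1, 2 and 3. Cyp1b1, a second cytochrome P450, had 0.162, 20.5 and 0.085 CPM with DMSO and 22.04, 0.068 and 19.9 CPM with auxin by label. Ahrr, the receptor's repressor, had 0.065, 18.6 and 0.283 CPM with DMSO and 17.0, 0.340 and 16.5 CPM with auxin by label. Genes of other kinds divided in the same way: Ldha, the lactate dehydrogenase subunit of glycolysis, had 727.6, 182.0 and 629.9 CPM in the libraries labelled DMSO 1, 2 and 3 and 144.9, 822.6 and 180.8 CPM in those labelled Auxin 1, 2 and 3. Every direction below that rests on a label is therefore written as that of the library labelled so.

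**Figure D1:**
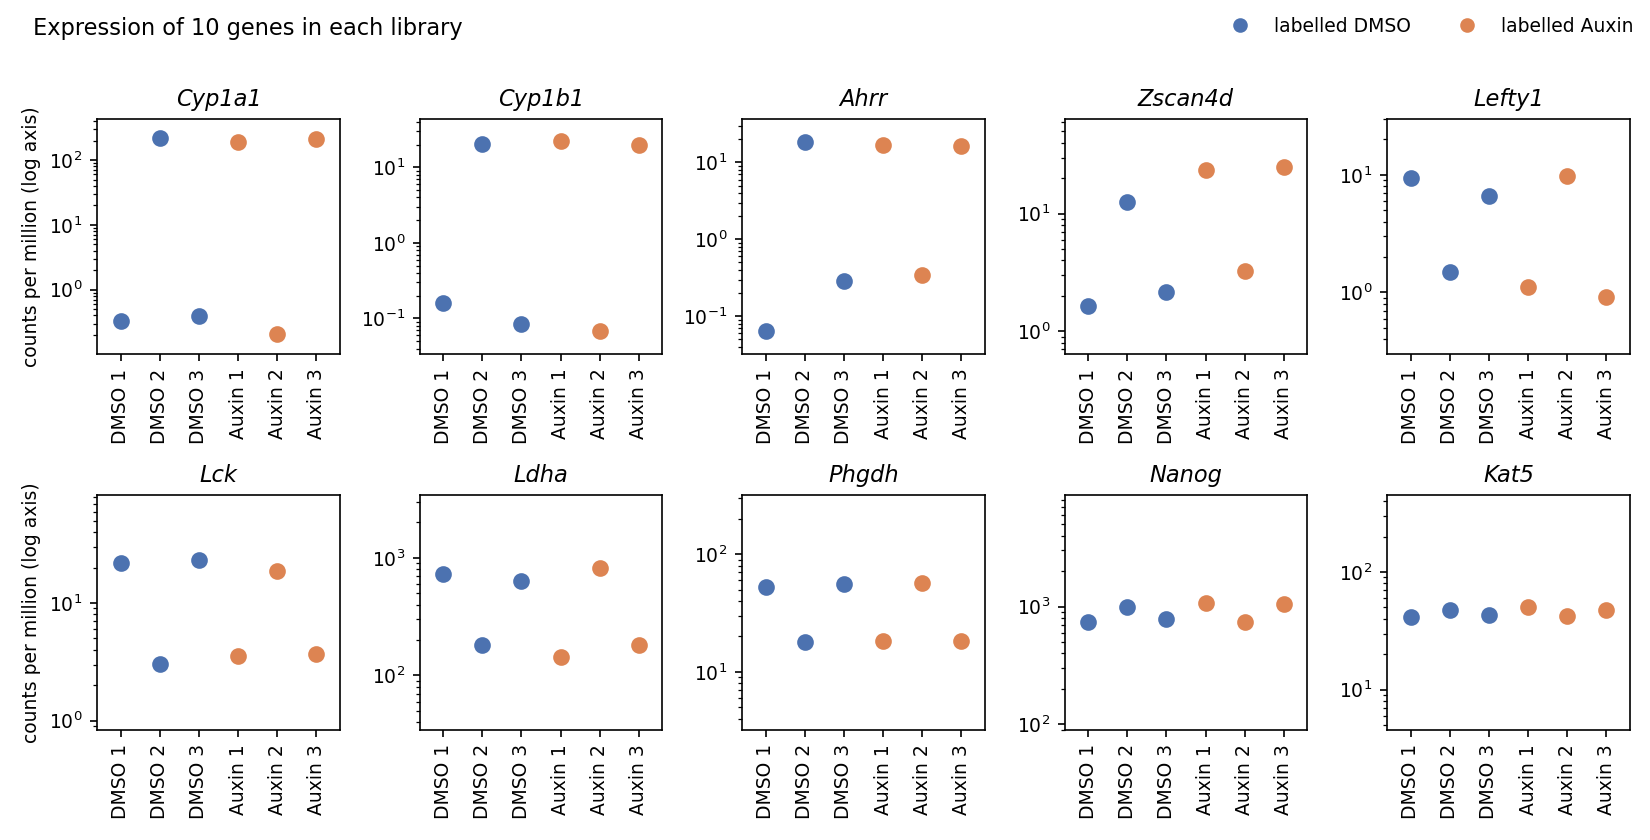
CPM (log axis) of 10 genes in each of the 6 libraries, 1 point per library, coloured by label. The library labelled DMSO 2 (Cyp1a1 at 217.8 CPM) lies with those labelled Auxin 1 and Auxin 3, and the library labelled Auxin 2 (Cyp1a1 at 0.204 CPM) lies with those labelled DMSO 1 and DMSO 3 for the genes of the receptor response, while for Zscan4d the library labelled DMSO 2 (12.6 CPM) lies between the others.

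Gene lists fixed before the data were examined gave the same account of the labels. With a preset correlation between genes (camera), 10 of 25 lists were called over the 6 libraries as labelled, 4 toward the libraries labelled Auxin and 6 toward those labelled DMSO. However, 0 were called with an estimated correlation (lowest adjusted p = 0.444) or with the rotation test fry (lowest adjusted p = 0.1998), and 0 members passed the gene test, also when adjusted over the list alone. Toward the libraries labelled Auxin were the 2-cell-like genes (median log2 difference 1.53 over 24 genes, camera adjusted p = 2.93e-16, and adjusted p = 0.632 with an estimated correlation), germline genes (0.36, 29 genes, 4.90e-05 and 0.444), axon guidance (0.17, 43 genes, 0.00927 and 0.632) and endoderm (0.16, 17 genes, 0.0112 and 0.632). Toward the libraries labelled DMSO were replication-dependent histones (-0.18, 63 genes, 1.12e-14 and 0.632), cytosolic ribosomal proteins (-0.13, 85 genes, 3.52e-11 and 0.632) and ribosome biogenesis (-0.21, 38 genes, 9.38e-11 and 0.632). The same direction held for the S phase (-0.18, 33 genes, 7.13e-08 and 0.632) and G2 and M phase genes (-0.18, 38 genes, 1.85e-06 and 0.632), and ATF4 targets with amino acid synthesis genes (-0.17, 41 genes, 0.000581 and 0.710). The calls of axon guidance, endoderm and ATF4 targets each ended without 1 of the libraries. For axon guidance these were DMSO 1 (camera adjusted p = 0.0590), Auxin 1 (0.0898) and Auxin 3 (0.0547). Endoderm was lost without DMSO 1 (0.182), DMSO 3 (0.0907) or Auxin 1 (0.124), and ATF4 targets without DMSO 1 (0.0938), DMSO 3 (0.344) or Auxin 3 (0.828). The sign differed between measures for the uncalled trophoblast list (median -0.11, mean 0.04) and for homologous recombination (median 0.0028, with a camera direction below 0). The estimated correlation between the members of a list ranged from -0.0736 for neuroectoderm to 0.979 for ribosome biogenesis, and was 0.0216 for the germline list.

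**Figure D2:**
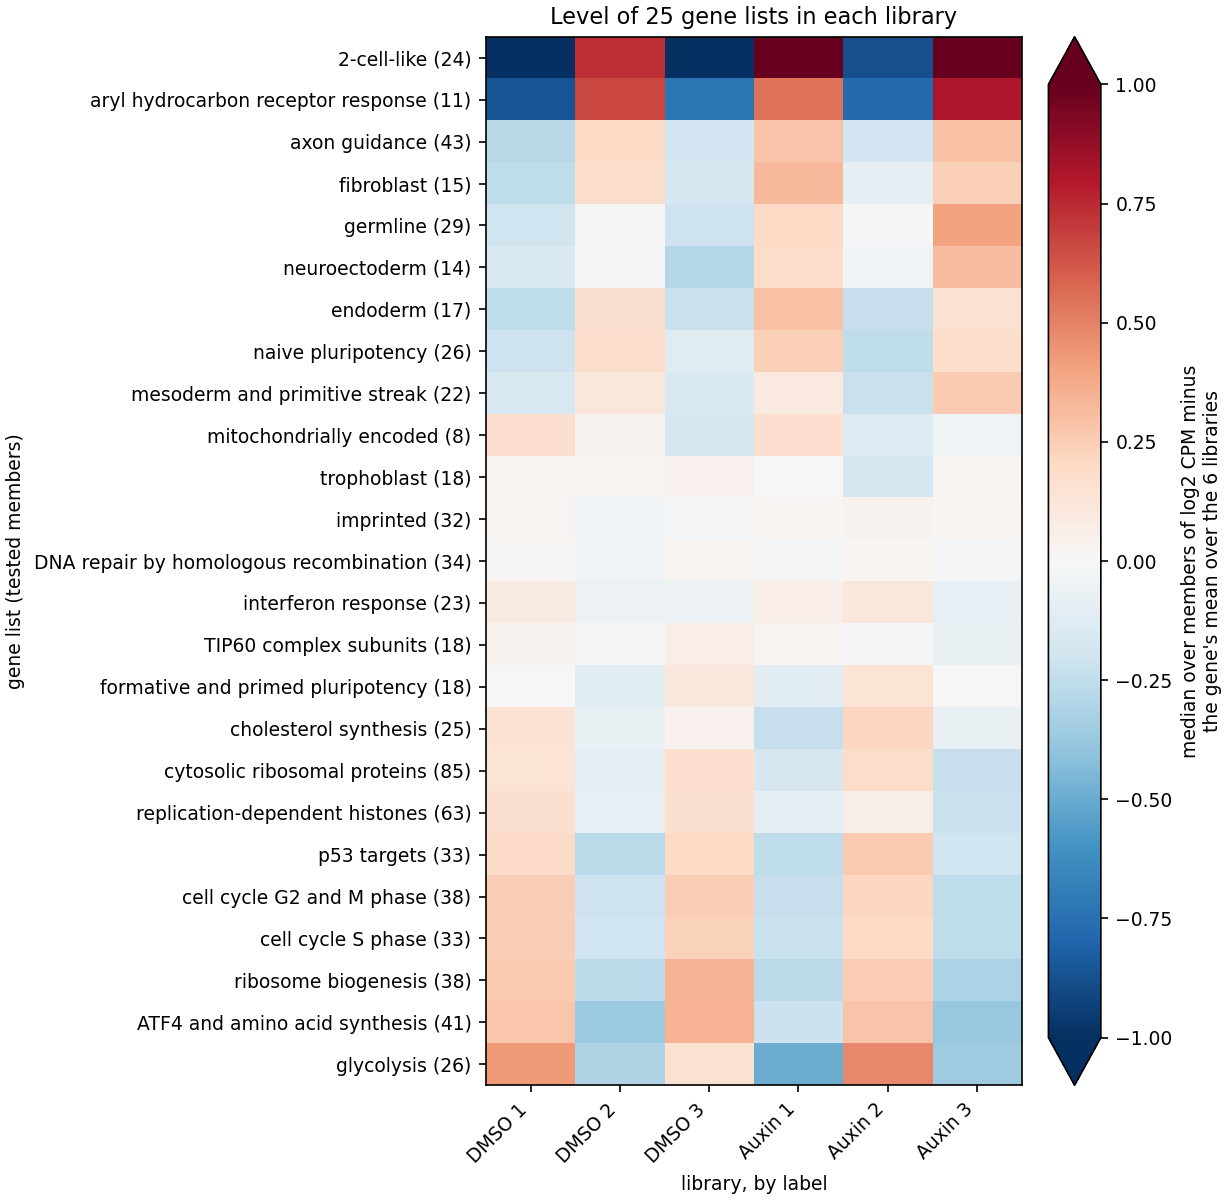
Level of 25 gene lists in each of the 6 libraries, as the median over a list's tested members (number in brackets) of log2 CPM minus the gene's mean over the 6 libraries (colour scale, cut at -1 and 1). The 2-cell-like list stood at -1.84, 0.74 and -1.30 in the libraries labelled DMSO 1, 2 and 3 and at 1.60, -0.88 and 1.72 in those labelled Auxin 1, 2 and 3.

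Because of this grouping, the comparison was repeated without the libraries labelled DMSO 2 and Auxin 2. In the 2 remaining libraries labelled Auxin (1 and 3), 1822 genes were higher and 688 lower than in the 2 remaining libraries labelled DMSO (1 and 3), so that 72.6% of the changed genes were higher. Without the fold threshold, 10283 of 19265 tested genes (53.4%) changed (edgeR), 5241 higher and 5042 lower. The scaling centres the log2 changes, so this near balance does not bear on the excess of higher genes past the threshold. Genes of the aryl hydrocarbon receptor response and of the 2-cell-like state were among those that rose most. The genes that fell were of several kinds, among them glycolytic genes, the Nodal antagonists Lefty1 and Lefty2 and the signalling inhibitor Spry4. The 2 libraries were left out after the data had been seen, because they lay with the other label, so the p-values describe these 4 libraries and are not independent evidence of an effect of auxin. All further values come from this 4-library comparison (edgeR, 2 libraries for each label), and rose or fell means higher or lower in the libraries labelled Auxin 1 and 3.

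Among protein coding genes, Cyp1a1 rose by 9.08 ± 0.13 on the log2 scale (SE, edgeR adjusted p = 3.07e-14), Cyp1b1 by 7.38 ± 0.21 (adjusted p = 1.09e-10) and Ahrr by 6.49 ± 0.24 (adjusted p = 5.87e-10). The libraries labelled DMSO 1 and 3 held only 10 and 14 counts of Cyp1a1, 5 and 3 of Cyp1b1 and 2 and 10 of Ahrr. The SEs of these folds are therefore too small. These genes had been seen before the libraries were left out, so their rise is no independent finding. Of the 11 tested members of the receptor list, 9 rose and 1 fell (camera adjusted p = 1.13e-20, and adjusted p = 0.237 with an estimated correlation); 9 and 1 passed when adjusted over the list alone. Other large rises were those of the water channel Aqp8 (4.71 ± 0.31), the growth factor Fgf1 (4.15 ± 0.33) and the aldo-keto reductase Akr1c21 (4.17 ± 0.31). The change of Ahrr was 5.83 without DMSO 1 and 7.91 without DMSO 3, that of Aqp8 5.36 without DMSO 1 and that of Fgf1 5.01 without DMSO 3. Tpsg1 (0.032 and 0 against 0.873 and 1.20 CPM) and Deup1 (0.032 and 0.028 against 1.29 and 1.33 CPM) rose from 2 counts or fewer in all, which sets no fold.

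The 2-cell-like genes, active in the embryo at zygotic genome activation and in a small fraction of cultured ESCs, rose together. All 24 tested members were higher, 23 of them past the fold threshold, with a median log2 change of 3.25 (camera adjusted p = 2.63e-32, and adjusted p = 0.237 with an estimated correlation, 24 passed when adjusted over the list alone). Zfp352 rose by 4.14 ± 0.26 on the log2 scale, Tdpoz4 by 3.88 ± 0.25, Sp110 by 3.78 ± 0.18, Usp17la by 3.74 ± 0.17 and Zscan4d by 3.64 ± 0.12. Zscan4, Usp17l and Tdpoz genes lie in clusters of near-identical copies, so that counts of single members are uncertain. Zscan4d stood at 1.65 and 2.15 against 23.4 and 24.95 CPM.

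Genes of the naive state rose slightly. Of 26 tested naive pluripotency genes, 20 rose and 3 fell, with a median log2 change of 0.38 (camera adjusted p = 9.41e-06, and adjusted p = 0.402 with an estimated correlation, 20 and 3 adjusted over the list alone). The methylcytosine dioxygenase Tet2 rose by 0.98 ± 0.05 on the log2 scale, Prdm14 by 0.73 ± 0.07, Klf2 by 0.57 ± 0.05, Nanog by 0.47 ± 0.05 and Pou5f1 by 0.21 ± 0.05. Of 18 formative and primed pluripotency genes, 2 rose and 6 fell (median -0.15, camera adjusted p = 0.0174, and adjusted p = 0.317 with an estimated correlation, 2 and 6 adjusted over the list alone). Lef1 (-1.49 ± 0.09) and Lin28b (-1.24 ± 0.12) fell, whereas Fgf5 rose from 0.356 and 0.340 to 1.503 and 1.41 CPM. The call of the formative list ended without Auxin 1 (camera adjusted p = 0.0866) or Auxin 3 (0.0552), with no filter on low counts (0.0633) and with limma-voom (0.145), and the rise of Pou5f1 did not pass without DMSO 1 (0.13 on the log2 scale).

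Differentiation markers changed in both directions. Of 17 tested endoderm genes, 11 rose and 0 fell (median 0.45, camera adjusted p = 0.00422, and adjusted p = 0.317 with an estimated correlation, 11 and 1 adjusted over the list alone). Among them were the transcription factors Sox17 (1.86 ± 0.33), Gata6 (1.43 ± 0.25) and Gata4 (1.41 ± 0.27), each below 2 CPM in all 4 libraries. In the libraries left out, labelled DMSO 2 and Auxin 2, Gata4 had 0.814 and 1.22 CPM, nearer to those of the same label. Sox17 (1.06 and 0.374 CPM) and Gata6 (1.85 and 0.850 CPM) lay with the other label there. Of 43 axon guidance genes, 23 rose and 6 fell (median 0.58, camera adjusted p = 0.000398, and adjusted p = 0.237 with an estimated correlation, 24 and 7 adjusted over the list alone). The netrin receptor Dcc rose by 3.40 ± 0.36 on the log2 scale and Efnb2 by 2.12 ± 0.12, whereas the ephrin receptor Epha1 fell (-2.59 ± 0.19). The change of Dcc was 2.80 without DMSO 1 and 4.58 without DMSO 3. Axon guidance, trophoblast, amino acid synthesis and glycolysis terms that the study found in its own data had been read before these lists were written, so those lists are not independent of these samples in topic. Of 29 germline genes, 14 rose and 4 fell (median 0.49, camera adjusted p = 0.0392, and adjusted p = 0.317 with an estimated correlation, 14 and 5 adjusted over the list alone). They included the synaptonemal complex genes Sycp2 (1.74 ± 0.33) and Sycp1 (1.30 ± 0.21) and the testis bromodomain gene Brdt (1.42 ± 0.20). The germline call ended without DMSO 1 (camera adjusted p = 0.0650) or Auxin 3 (0.0508) and at a minimum mean of 1 CPM (0.0595).

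Lists of other lineages were not called with camera, although fry called the neuroectoderm list as higher (adjusted p = 0.0129). Of 14 neuroectoderm genes, 7 rose and 3 fell (camera adjusted p = 0.194), with Pou3f2 at 1.54 ± 0.28 and Tubb3 at 1.14 ± 0.06 on the log2 scale. Of 22 mesoderm and primitive streak genes, 10 rose and 6 fell (camera adjusted p = 0.897). Lefty1 (-2.98 ± 0.21) and Lefty2 (-2.30 ± 0.14) fell, while Nodal, the ligand they inhibit, rose by 0.88 ± 0.05. Of 18 trophoblast genes, 7 rose and 6 fell (camera adjusted p = 0.897), with Gata2 higher (1.32 ± 0.15) and Cdh3 lower (-1.64 ± 0.17). Of 32 imprinted genes, 9 rose and 11 fell, with a positive median (0.04) and mean (0.08) but a camera direction below 0 (adjusted p = 0.897). Fibroblast markers, listed in case the cultures held other cells, had 8 of 15 genes higher and 3 lower (camera adjusted p = 0.510, 8 and 4 adjusted over the list alone), with the receptor gene Pdgfrb higher (a mean of 19.7 against 56.6 CPM) and Thy1 (-1.06 ± 0.23) and Vim (-0.97 ± 0.05) lower.

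Genes of growth and proliferation fell together. All 38 ribosome biogenesis genes fell (median -0.60, camera adjusted p = 1.27e-25, and adjusted p = 0.317 with an estimated correlation, 38 adjusted over the list alone). The nucleolar protein genes Nolc1 (-1.05 ± 0.07) and Nop2 (-1.02 ± 0.05) fell most. Of 85 cytosolic ribosomal protein genes, 75 fell and 0 rose (median -0.35, camera adjusted p = 2.15e-14, and adjusted p = 0.317 with an estimated correlation, 75 adjusted over the list alone). Of 33 S phase genes, 30 fell and 1 rose (median -0.52, camera adjusted p = 3.10e-16, and adjusted p = 0.237 with an estimated correlation, 30 and 1 adjusted over the list alone). Of 38 genes of G2 and M phase, 32 fell and 1 rose (median -0.51, camera adjusted p = 2.49e-17, and adjusted p = 0.278 with an estimated correlation, 32 and 1 adjusted over the list alone). The ribonucleotide reductase subunit Rrm2 fell by 0.97 ± 0.05 on the log2 scale, the licensing factor Cdt1 by 0.92 ± 0.05, the mitotic kinase Plk1 by 1.07 ± 0.06 and cyclin B1 (Ccnb1) by 0.94 ± 0.05. Of 63 replication-dependent histone genes, 48 fell and 3 rose (median -0.36, camera adjusted p = 2.22e-08, and adjusted p = 0.317 with an estimated correlation, 48 and 4 adjusted over the list alone). Histone and ribosomal protein genes share sequence with copies and pseudogenes, so their single values are uncertain.

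Metabolic and stress-response genes were lower as well. Of 26 glycolysis genes, 20 fell and 2 rose (median -0.73, camera adjusted p = 3.17e-10, and adjusted p = 0.395 with an estimated correlation, 20 and 2 adjusted over the list alone). Ldha fell by 2.08 ± 0.09 on the log2 scale and Tpi1, triosephosphate isomerase, by 2.20 ± 0.13, while the lactate transporter Slc16a3 (-2.69 ± 0.39) differed between the libraries labelled DMSO 1 and 3 themselves (35.1 and 12.2 CPM) and changed by -1.77 without DMSO 1 and -3.29 without DMSO 3. Of 41 ATF4 and amino acid synthesis genes, 31 fell and 0 rose (median -0.65, camera adjusted p = 3.59e-16, and adjusted p = 0.317 with an estimated correlation, 32 adjusted over the list alone). Among them were Phgdh (-1.57 ± 0.06), the first enzyme of serine synthesis, and Mthfd1l (-1.56 ± 0.07), a mitochondrial enzyme of folate metabolism. Of 25 cholesterol synthesis genes, 16 fell and 1 rose (median -0.23, camera adjusted p = 0.00314, and adjusted p = 0.645 with an estimated correlation, 18 and 1 adjusted over the list alone). The reductase Dhcr7 changed by -0.80 ± 0.08 on the log2 scale. Of 33 p53 targets, 21 fell and 3 rose (median -0.47, camera adjusted p = 4.53e-07, and adjusted p = 0.237 with an estimated correlation, 22 and 3 adjusted over the list alone). Psrc1 (-1.36 ± 0.05), Zfp365 (-1.23 ± 0.10) and the death receptor gene Tnfrsf10b (-0.94 ± 0.09) fell. With fry, the glycolysis (adjusted p = 0.0611) and cholesterol synthesis (0.124) lists were not called. The ATF4 and amino acid synthesis list (fry adjusted p = 0.0283) and the p53 targets (0.0131) were.

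The genes of the TIP60 complex itself were not called as a list (camera adjusted p = 0.127): 6 of 18 rose and 8 fell. The helicase genes Ruvbl2 (-0.95 ± 0.06) and Ruvbl1 (-0.76 ± 0.05) fell, and the remodeller gene Ep400 rose by 0.41 ± 0.05 on the log2 scale. Kat5 rose by 0.20 ± 0.06 on the log2 scale (edgeR adjusted p = 0.0127). Its log2 change was 0.17 with DESeq2, 0.16 without DMSO 1 and 0.15 without Auxin 1, and did not pass in any of these. Of the other genes measured by RT-qPCR in the study, Efs (-1.36 ± 0.18) and Zfp827 (-0.96 ± 0.14) fell and Sox1 (-0.36) did not pass (adjusted p = 0.147) except without DMSO 1 (-0.60). Zfp521, which was tested in these libraries, rose by 1.76 ± 0.54 on the log2 scale (edgeR adjusted p = 0.0140), from 0.162 and 0.113 to 0.315 and 0.640 CPM. Its call was lost with DESeq2 (adjusted p = 0.150) and with edgeR without DMSO 3 (0.0858) or Auxin 3 (0.240). Of 34 homologous recombination genes, 6 rose and 10 fell (camera adjusted p = 0.897), with Fanci (0.79 ± 0.05) among the former. Of 23 interferon response genes, 4 rose and 9 fell (camera adjusted p = 0.445), with Bst2 (-1.33 ± 0.14) and Ddx58 (-1.24 ± 0.09) among the latter. Of 8 protein genes encoded in the mitochondrion, 1 rose, mt-Co1 (0.27 ± 0.06), and 0 fell (camera adjusted p = 0.809).

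The fall was led by genes of several kinds. Besides Lefty1, Epha1 and Slc16a3, the protein coding genes with the largest decrease, among those with at least 1 CPM in the higher group and no overlap between the labels, were Slc26a5 (-3.19 ± 0.40), the adaptor gene Grb7 (-2.81 ± 0.19), the kinase gene Lck (-2.65 ± 0.10), Cgref1 (-2.61 ± 0.26), Spry4 (-2.59 ± 0.15), Aire (-2.58 ± 0.29) and Rln3 (-2.56 ± 0.31). Spry4, an inhibitor of receptor tyrosine kinase signalling, stood at 79.3 and 96.5 CPM in the libraries labelled DMSO 1 and 3 and at 18.2 and 11.3 CPM in those labelled Auxin 1 and 3. It had 13.0 CPM in the library labelled DMSO 2 and 55.8 CPM in that labelled Auxin 2. Among long noncoding RNAs, the antisense RNA Gm48754 rose by 4.25 ± 0.26 on the log2 scale and Gm35974 and Gm48829 rose to 1.14 and 2.00 CPM and to 1.14 and 1.102 CPM. By contrast, Platr8 (-2.89 ± 0.40, and -3.50 without Auxin 3), A430057M04Rik (-1.96 ± 0.26) and Gm16233 (-1.78 ± 0.34) fell. With a minimum log2 fold of 1 tested within the model (glmTreat), 871 genes changed, and with a minimum mean of 1 CPM 1328 did.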

Values the study reported

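For total RNA from these cells, the study reported 1542 genes that differed more than 2-fold between auxin and DMSO at an adjusted p below 0.05. Of these, 1075 (70%) were higher with auxin and 467 (30%) were lower.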

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

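The comparison without the libraries labelled DMSO 2 and Auxin 2, all alternatives run on it and the term for the sets were chosen after the data had been seen. No paired analysis was run, because the labels tie no DMSO library to an auxin library. The numbers after DMSO and Auxin follow the order of the samples and mark no known pairing. In the comparison of the labels, the count of 0 changed genes (edgeR, 236 at an unadjusted p below 0.05, 220 with DESeq2 and 260 with limma-voom) held under every alternative except 3. It became 5 with 1 surrogate variable (5 higher), which itself separated the sets, 6 with a term for the sets (6 higher), and 2510 without the libraries labelled DMSO 2 and Auxin 2 (1822 higher, 688 lower). The share of higher genes has no value where 0 genes were called. Ifitm1 changed sign without those libraries, to 0.21 on the log2 scale. Among values that no test called, 97 of genes and 30 of lists changed sign under an alternative.

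Adjusted p-values of the lists as labelled moved as follows. With 1 surrogate variable, TIP60 subunits reached 0.0373, naive pluripotency reversed to a fall (0.0409) and glycolysis to a rise (0.0409). With that variable, ATF4 targets (0.210, with the direction turned upward), axon guidance (0.192), endoderm (0.355) and G2 and M phase (0.0529) were no longer called. With a term for the sets, TIP60 subunits reached 0.0249, naive pluripotency reversed to a fall (0.0172) and p53 targets to a rise (0.0261). With that term, ATF4 targets (0.0825, with the direction turned upward), axon guidance (0.226), endoderm (0.544) and G2 and M phase (0.115) were no longer called. Without the libraries labelled DMSO 2 and Auxin 2, naive pluripotency (9.41e-06), formative pluripotency (0.0174), p53 targets (4.53e-07), cholesterol synthesis (0.00314), glycolysis (3.17e-10) and the receptor response (1.13e-20) were called. With an estimated correlation all 10 calls were lost, at 0.632 except for germline (0.444) and ATF4 targets (0.710), and with fry at 0.786 except for germline (0.339) and ATF4 targets (0.841). With no filter, neuroectoderm (0.0470), p53 targets (0.0184), cholesterol synthesis (0.0372), glycolysis (0.0404) and the receptor response (0.0391) were called. The receptor response was also called with protein coding genes only (0.0253) and with median-of-ratios factors (0.0384), as was cholesterol synthesis with the latter (0.0447). With each library left out in turn, the ranges that crossed the threshold were 0.000932 to 0.344 (receptor response), 2.57e-08 to 0.828 (ATF4 targets), 0.00144 to 0.0898 (axon guidance), 8.73e-05 to 0.669 (cholesterol synthesis), 0.00373 to 0.182 (endoderm), 1.43e-07 to 0.851 (glycolysis), 0.0271 to 0.899 (mitochondrially encoded), 0.000782 to 0.994 (naive pluripotency) and 0.000222 to 0.973 (p53 targets).

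In the 4-library comparison, the count of 2510 changed genes became 1328 at a minimum mean of 1 CPM (916 higher, 412 lower), 10283 with no fold threshold (5241 and 5042) and 871 with glmTreat (687 and 184), and 1206 genes were higher in a fit to protein coding genes alone. The share of higher genes, 72.6%, was 76.8% with upper-quartile factors, 78.4% with library totals, 70.6% with DESeq2, 75.6% with no filter, 69.0% at a minimum mean of 1 CPM and 70.1% in the fit to protein coding genes alone, and 70.5 to 73.6% with each library left out. The near balance with no fold threshold (5241 higher, 5042 lower) was counted with TMM factors only, which centre the log2 changes. Leaving out a library left 1 for that label, assumed to vary like the others. With an estimated correlation all 16 list calls were lost, at 0.237 (axon guidance, 2-cell-like, p53 targets, S phase, receptor response), 0.278 (G2 and M phase), 0.317 (formative pluripotency, endoderm, germline, ribosome biogenesis, and, within rounding, ATF4 targets, histones and ribosomal proteins), 0.395 (glycolysis), 0.402 (naive pluripotency) and 0.645 (cholesterol synthesis). The estimate was below the preset 0.01 for the receptor response (-0.0865), formative pluripotency (-0.0329), axon guidance (-0.0174) and germline (-0.0142), and higher for the other called lists. Correlation between members cannot explain the loss of those 4 calls. On simulated counts for 4 libraries, a list raised 1.5-fold moved from 5.10e-218 to 0.0274, so this test is far weaker. With fry, neuroectoderm was called (0.0129), and cholesterol synthesis (0.124) and glycolysis (0.0611) were not. Germline was lost at a minimum mean of 1 CPM (0.0595), with library totals (0.0511) and with GC and length trends removed (0.0518), and formative pluripotency with no filter (0.0633) and limma-voom (0.145). With each library left out, they ranged over 0.0290 to 0.0650 and 0.00919 to 0.0866. Of the values of named genes in this comparison, 1448 kept their direction and side of the threshold, 12 lost the call, 1 gained it and 0 reversed. The filters and the libraries left out changed which genes or libraries were tested, and the fold threshold changed which tested genes were called. For the other shifts the cause was not tested.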

Other observations

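The tests of exchanged labels, of a batch that follows the sets, of the receptor and of the splits were chosen only after the results had been seen, whereas those of depth, GC content with length, and genomic DNA were set before their values were known. In the 4-library comparison, most of the noncoding RNAs that changed were higher. Of 822 tested lincRNAs, 206 were higher and 26 lower (88.8% of the changed ones higher, median log2 change 0.41). The share was 85.7% among antisense RNAs. Among 14468 protein coding genes, 1165 were higher and 530 lower (68.7%). Of 134 unprocessed pseudogenes, 47 were higher and 2 lower. Small nucleolar RNAs went the other way, with 0 of 155 higher and 11 lower (edgeR, median -0.33). No test compared these classes, and the antisense counts are uncertain because the strand setting of the counting is not stated.

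Without the fold threshold, 5241 genes were higher and 5042 lower. This near balance cannot show what the excess of higher genes past the threshold rests on, because the scaling centres the log2 changes. Their median was 0.0180 with TMM factors and 0.0944 with library totals, and calls at any fold were counted with TMM factors only. The changed genes with low RNA levels were mostly higher, and those with high levels were divided about evenly. Of genes with a mean under 1 CPM, 956 were higher and 241 lower (79.9% higher), of those at 1 to 10 CPM 690 and 283 (70.9%), and of those at 10 CPM and over 176 and 164 (51.8%). A candidate explanation is genomic DNA in the libraries labelled Auxin 1 and 3, since reads of 1466 olfactory and vomeronasal receptor genes, silent in ESCs, stood at 0.0167 and 0.0171 CPM per kb there against 0.0109 and 0.0110 in those labelled DMSO 1 and 3. The gain of these receptor genes, 0.00593 CPM per kb, was far under the median gain of the higher genes (0.513), and 97.3% of 1816 higher genes gained over 10 times as much, which argues against genomic DNA as the source. The share of unique reads outside annotated features was 24.5 and 24.1% in the libraries labelled Auxin 1 and 3 against 21.7 and 21.2% in those labelled DMSO 1 and 3, and 23.3 and 22.3% in those labelled DMSO 2 and Auxin 2, which leaves a difference in RNA composition such as more unspliced RNA open. Unspliced RNA was not tested, and no biological explanation was tested.

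The libraries fell into sets across the labels. Over 2507 genes called without them, on a scale from 0 (labelled DMSO 1 and 3) to 1 (labelled Auxin 1 and 3), the library labelled DMSO 2 had a median position of 0.921 (quartiles 0.766 and 1.05) and that labelled Auxin 2 of 0.0624 (quartiles -0.106 and 0.263), which is consistent with an exchange of these labels. Thinning all libraries to equal depth left 2365 changed genes in the 4-library comparison and removing GC and length trends left 2442, against 2510, which argues against either as the whole cause. A batch that follows the sets, with the labels right, cannot be told apart from the sets themselves by a term in the model. With a term for the sets, 17 genes passed the adjusted p for the labels. However, 3 of 18 labelings that set 1 library of each set apart, the real one included, gave as many, up to 84. All 17 were higher in the libraries labelled Auxin, and 8 of them were 2-cell-like genes (Zscan4a, Zscan4d, Zscan4e, Zscan4f, Usp17la, Usp17le, Sp110 and Gm21761). As other labelings gave 27 and 84 genes and these genes were singled out after they had been seen, they decide nothing about the labels.

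Splits of the 6 libraries point to the same structure. As labelled, 0 genes changed with edgeR (236 at an unadjusted p below 0.05), with DESeq2 (220) and with limma-voom (260). With a count of 0, all 10 splits give as many by construction, so this count tests nothing, and 10 splits would be too few for a share under 0.05. The highest other split gave 2379 with edgeR. The split with the most genes set the libraries labelled DMSO 1, DMSO 3 and Auxin 2 against those labelled DMSO 2, Auxin 1 and Auxin 3, and the remaining splits gave 0 genes with edgeR (99 to 188 at an unadjusted p below 0.05) and at most 1 with DESeq2. For the same split, DESeq2 called 2429 genes and, with shrunken fold changes, tried second, 1542, of which 1075 were higher and 467 lower. The latter counts equal those quoted from the study above, while shrunken fold changes gave 0 genes for the split as labelled. Had the labels been right, the study's comparison of auxin with DMSO would be the split as labelled. The match therefore argues against a batch with the labels right, for the genes counted, although this setting was tried second.

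As labelled, 0 genes changed here with DESeq2 (220 at an unadjusted p below 0.05, 236 with edgeR and 260 with limma-voom). That is lower than the value quoted from the study above. The study's counts were equalled only by the split that exchanged DMSO 2 and Auxin 2, with shrunken fold changes. The values compared here therefore appear to rest on unlike groups of libraries.

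Genes of the aryl hydrocarbon receptor stood high in the libraries labelled DMSO 2, Auxin 1 and Auxin 3. Of the 11 tested members of the list, 81.8% were higher in the 4-library comparison. Auxin is an indole and could act on the receptor itself, apart from TIP60, or the rise could follow from the loss of TIP60. Auxin-treated cells without the degron tag are not among these libraries, which keeps both open, and the members were seen before the test was chosen.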
